A study of Homo sapiens with 8 samples. Its data were reported in "ZBTB48 is a priming factor regulating B-cell-specific CIITA expression" (2024).

How the data were processed

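FAIRE-seq (formaldehyde-assisted isolation of regulatory elements followed by sequencing) was performed by the study in U2OS cells, a human osteosarcoma cell line. The method enriches DNA that is free of nucleosomes, so a peak marks open chromatin. The 8 libraries came from 4 clones, 2 wild type (WT) and 2 with a knockout (KO) of ZBTB48, a zinc finger protein. Each clone gave 1 untreated library and 1 library from cells treated with 250 U/ml interferon gamma (IFNγ). The labels give 24 hours of treatment, while the study's text gives a longer time for its FAIRE-seq data, so the duration is uncertain. Replicate 1 was clone WT_4 or KO_C5 and replicate 2 was clone WT_5 or KO_D2, per the labels.

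The authors trimmed adapters with trimmomatic, aligned the reads to GRCh38 with bowtie2, removed reads of low mapping quality with samtools and called peaks with MACS in paired-end mode. The deposited lists hold 1 set of peaks per library, before the step on reproducibility between replicates that the methods describe. The deposited fold enrichment of a peak is a ratio of the fragment pileup at its summit to a local background. The deposited −log10 p and −log10 q values come from the same caller, and the lowest −log10 q in any list was 1.30. The deposited score is a whole-number multiple of −log10 q and was not used here. Fold enrichment and −log10 p are the authors' own values, and were used to describe, rank or filter peaks within a list. Whether input DNA served as the control in peak calling, and how duplicate reads were treated, is not stated in the methods. Read counts were not analysed here, so no difference in signal was tested between libraries.

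The lists held 196601 peaks. No peak ran past the end of its sequence in the GRCh38 reference, 0 peaks overlapped another peak of the same list, and 325 peaks lay on decoy sequences that the reference used here lacks. All results except those on other sequences use chromosomes 1 to 22 and X. Peaks of different libraries that overlapped by at least 1 bp were joined into regions, and a region was called present in a library that had a peak in it. WT-only regions had a peak in every WT library and in no KO library, and KO-only, IFNγ-gained and IFNγ-lost regions were defined in the same way. The Jaccard index is the length shared by the peaks of 2 libraries over the length covered by either. Promoters were taken as 500 bp either side of an annotated transcription start site (TSS) of GENCODE 44, and the promoter share of peaks used 1 kb. The study's qPCR amplicons were placed by exact match of their primers to the reference, and each matched 1 place.

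The summit pileup of each peak and its local background were solved from fold enrichment and −log10 p under the Poisson formula of MACS. For 100% of peaks in each library a whole number of fragments fitted. The lowest local background of a library was taken as its background per position. It ranged from 0.621 to 1.08 fragments, and at that level the lowest pileup that could be called was 5 or 6 fragments. These values stand in for depth, which peak lists do not give directly.

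Genotype was tested on the mean of each clone's 2 libraries by an exact permutation test over the 6 assignments of the 4 clones. That test cannot give a two-sided p below 0.333. Treatment was tested over the 70 assignments of the 8 libraries, where the smallest two-sided p is 0.0286. Fisher's exact test, two-sided, was used for gene lists and for the hexamer TTAGGG, which ZBTB48 binds, against the control hexamer GTGAGT. The lists of 45 interferon genes and 12 MHC class II genes were set before the data were examined, as were the tests and most alternatives. Effects in these tests are given as differences in percentage points, a choice made after an odds ratio with a continuity correction proved misleading at a count of 0. Benjamini-Hochberg adjustment was applied within each family of tests. Named regions are the 5 of each set with the highest mean percentile of −log10 p over the 4 libraries with the peak, and each bears the name of the gene with the nearest TSS.

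The untreated and IFNγ libraries of a clone are paired by the labels. Their mean Jaccard index was 0.545, higher than in the other ways to pair untreated with IFNγ libraries. The one-sided exact permutation p was 0.0417 over 24 pairings, the smallest this test can give. Single libraries were less clear. The untreated libraries of WT_5, KO_C5 and KO_D2 had indices of 0.565, 0.485 and 0.561 with their own clone. Each had a higher index with an IFNγ library of the other genotype, 0.598, 0.543 and 0.573. Untreated WT_4 overlapped its own clone's IFNγ library most (0.568). WT and KO clones share only a replicate number.

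Alternatives were a −log10 q of at least 3, a fold enrichment of at least 4, lists cut to the 16730 strongest peaks by −log10 p (the length of the shortest list), an overlap of at least 0.5 of the shorter interval, windows of 150 bp either side of summits, other promoter windows, the clone as a block and the omission of each replicate. Added after the data were seen were a background of protein-coding genes, the motif in regions of the untreated comparison, and the omission of each replicate for gene lists and the motif. The interval code was tested on simulated lists of 51802 regions, where all 200 planted WT-only regions were recovered. These lists also held 300 WT-only regions that were not planted, 0.579% of the regions. In 20000 simulated peaks the summit pileup was recovered in 100%. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9, bedtools 2.31.1 and samtools 1.23.1 were used.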

Results

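Open chromatin was profiled by FAIRE-seq in 2 WT and 2 ZBTB48 KO clones of U2OS cells, each untreated and after IFNγ. This gave 4 groups of 2 libraries. The data are peak lists, 1 per library, with between 16730 and 37533 peaks on chromosomes 1 to 22 and X.

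The number of peaks was compared first, because it bears on every count of regions that follows. Untreated WT libraries had 21715 (replicate 1) and 29567 (replicate 2) peaks, and untreated KO libraries had 19255 and 16730. After IFNγ there were 18913 and 37533 peaks in WT and 27457 and 24727 in KO. The mean over clones was 26932 ± 9359 in WT and 22042 ± 1858 in KO (SD, n = 2 clones each). The difference of 4890 peaks was smaller than the spread between WT clones (exact permutation p = 1, smallest possible 0.333). IFNγ libraries had 27158 ± 7781 peaks and untreated libraries 21817 ± 5553 (SD, n = 4 each), which did not differ beyond the spread (exact permutation p = 0.314, adjusted p = 0.514 over 3 measures). The omission of WT_IFNγ replicate 2 moved this difference most, from 5341 to 1882 peaks. With IFNγ the count rose by 7966 in clone WT_5, 8202 in KO_C5 and 7997 in KO_D2, and decreased by 2802 in WT_4.

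**Figure D1:**
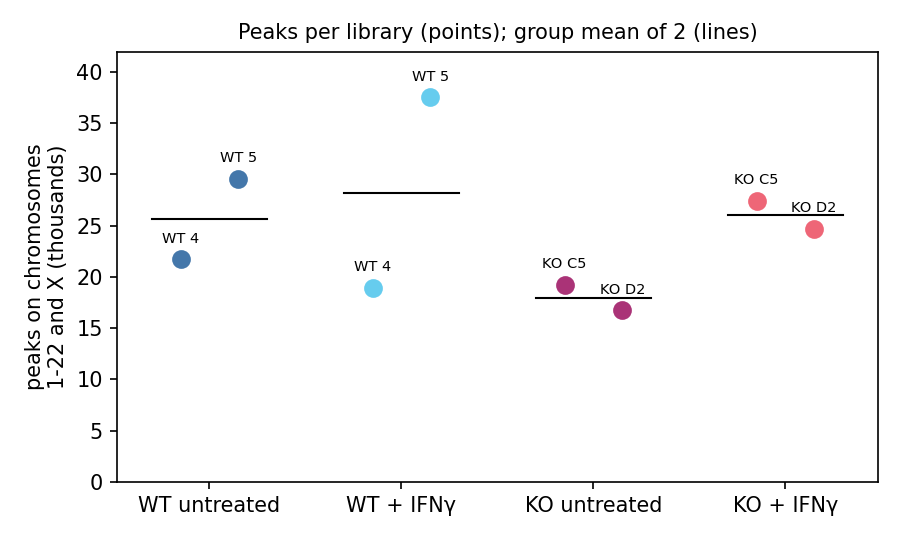
Peaks on chromosomes 1 to 22 and X (axis in units of 1000 peaks) for each of the 8 libraries (points, with the clone named) and the mean of each group of 2 libraries (lines). The WT clones lie further apart than the KO clones, from 18913 to 37533 peaks after IFNγ.

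The overlap of peak lists was compared next. The mean Jaccard index was 0.484 between different clones of the same genotype (8 pairs) and 0.489 between genotypes (16 pairs). The difference of -0.00482 was within what the other groupings of clones gave (exact permutation p = 0.667 over 3 groupings). The pooled mean hides a split, as the index averaged 0.526 between KO clones and 0.443 between WT clones (4 pairs each), above and below the mean between genotypes. Lists of equal length gave the same order, with 0.575 for KO, 0.523 for WT and 0.556 between genotypes. Whether KO and WT clones differed in this was not tested. Over all 28 pairs the index ranged from 0.376 to 0.598. Of the 52105 regions, 11551 (22.2%) had a peak in all 8 libraries and 20276 (38.9%) in 1 library. Both clones shared 46.5% of the regions of untreated WT, 59.7% of untreated KO, 41.4% of IFNγ-treated WT and 63.5% of IFNγ-treated KO libraries.

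The share of peaks within 1 kb of a TSS was 63.9% ± 11.9 in WT and 66.6% ± 4.08 in KO (SD, n = 2 clones each, exact permutation p = 1). At equal list lengths the difference changed sign, from -2.75 to 2.09 percentage points. IFNγ libraries had a share of 62.1% ± 8.44 and untreated libraries of 68.4% ± 8.0 (SD, n = 4 each, exact permutation p = 0.343, adjusted p = 0.514). This difference shrank from -6.37 to -0.995 percentage points at equal list lengths.

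The study asked whether ZBTB48 sets the chromatin state of promoter III of CIITA, the gene of the MHC class II transactivator. The qPCR amplicon of promoter III lies at chromosome 16, 10877058 to 10877179 (GRCh38), in an intron of CIITA and 19 bp from an annotated TSS. A peak at this amplicon was listed in 1 of 8 libraries, WT_IFNγ replicate 2. That peak spanned 10877039 to 10877281 with a fold enrichment of 5.41 and a −log10 p of 10.2, which was at percentile 27.5 of its list. The other 3 WT libraries and all 4 KO libraries had no peak there, so the WT libraries differed among themselves. No list cut to equal length had a peak at promoter III.

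The other CIITA sites gave no WT excess in the number of libraries with a peak. The amplicon of promoter I (chromosome 16, 10866073 to 10866207) had no peak in any library. The site upstream of promoter III (10871101 to 10871234) had a peak in 2 of 4 WT libraries and 2 of 4 KO libraries, the KO ones both after IFNγ. At promoter IV (10878681 to 10878785) a peak overlapped the amplicon in 1 WT_IFNγ library and in both KO_IFNγ libraries, and in 0 untreated libraries. A window 500 bp wider on each side added a peak in the other WT_IFNγ library, which left no difference between genotypes in the number of libraries. The peak over the amplicon in WT_IFNγ replicate 2 had a fold enrichment of 11.6 and was at percentile 55.0 of its list. Those of KO_IFNγ replicates 1 and 2 had 4.72 and 5.81, at percentiles 7.81 and 19.7. With 1 WT library this difference in strength was not tested.

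**Figure D2:**
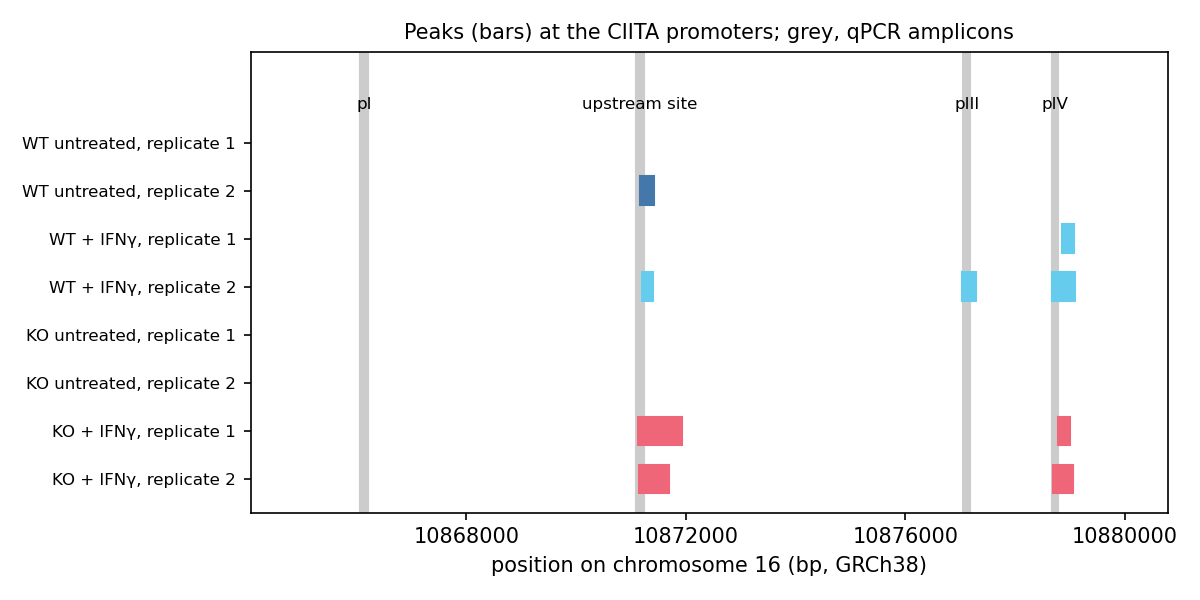
Peaks of the 8 libraries along the CIITA promoters, by position on chromosome 16 in bp (GRCh38). Coloured bars are peaks, 1 row per library, and grey bands are the qPCR amplicons. The amplicon of promoter III has a peak in 1 library.

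MTFP1, which the study treats as a target of ZBTB48, has its amplicon at chromosome 22, 30425625 to 30425772, over its TSS in the untranslated region. A peak was listed in 3 of 4 WT libraries, untreated replicate 2 and both IFNγ libraries, and in 0 of 4 KO libraries. Fold enrichment in these 3 lists was 6.11, 7.23 and 12.0. This was the widest gap between genotypes among the 11 loci examined, although 2 clones against 2 allow no p below 0.333. The gap narrowed from 3 to 2 libraries with lists of equal length. The SNX15 promoter (gene at chromosome 11, 65027439 to 65040572) had a peak in all 8 libraries, and 1 KO library lost it when lists were cut to equal length. Within its own list the peak ranked between percentiles 71.8 and 80.1 in the WT libraries and between 20.7 and 54.0 in the KO libraries. Its summit pileup was 56 to 80 fragments in WT and 20 to 36 in KO libraries, while its local background overlapped between genotypes, at 1.64 to 2.21 and 1.96 to 2.43 fragments. PXMP2 (chromosome 12, 132687587 to 132704985) had a promoter peak in all 8 libraries, at percentiles 91.9 to 95.1 in WT and 75.8 to 87.7 in KO. Local background there was 0.826 to 1.32 fragments in WT and 1.68 to 2.83 in KO. VWA5A (chromosome 11, 124115404 to 124147721) had one in untreated WT replicate 2 alone, and in no library at equal list lengths. In these libraries the median local background at regions found in all 8 lists was 1.64 to 1.73 times the library background in WT and 2.99 to 3.10 times in KO. The control amplicons at ACTB and GAPDH had a peak in all 8 libraries and the gene desert amplicon in none. The GAPDH peak also ranked lower in most KO lists, at percentiles 67.3 to 89.0 against 88.4 to 92.6 in WT, with a local background of 3.50 to 6.40 fragments in KO and 0.884 to 1.54 in WT. The ACTB peak ranked at percentile 99.3 or above in each list.

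Regions dependent on genotype were then counted genome-wide. Over all 8 libraries 107 regions were WT-only and 6 were KO-only. In untreated libraries alone the counts were 1279 and 90, and in IFNγ libraries 598 and 406. With lists of equal length the counts came to 26 and 14 over all libraries, 290 and 199 untreated, and 324 and 388 after IFNγ, where KO-only regions were the more numerous. Pairs of 1 WT and 1 KO library shared 169 to 1499 regions absent from the other untreated libraries. After IFNγ such pairs shared 156 to 3914. At equal list lengths these ranges were 348 to 1229 and 289 to 933. The WT-only counts of 1279, 598 and 324 lay within the ranges of mixed pairs, and 290 lay below. With all peaks 1 other pair of clones had more than 107 regions, and the remaining pairs had 6 to 40. That pair, WT_5 and KO_C5, shared 257 regions that the other clones lacked. Cut to equal length, 4 of the other 5 pairs of clones had more regions than the WT pair, up to 69 for WT_4 and KO_D2. Of the WT-only regions, 61.7% lay within 1 kb of a TSS, against 0 of 6 KO-only regions and 88.6% of the regions found in all 8 libraries.

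**Figure D3:**
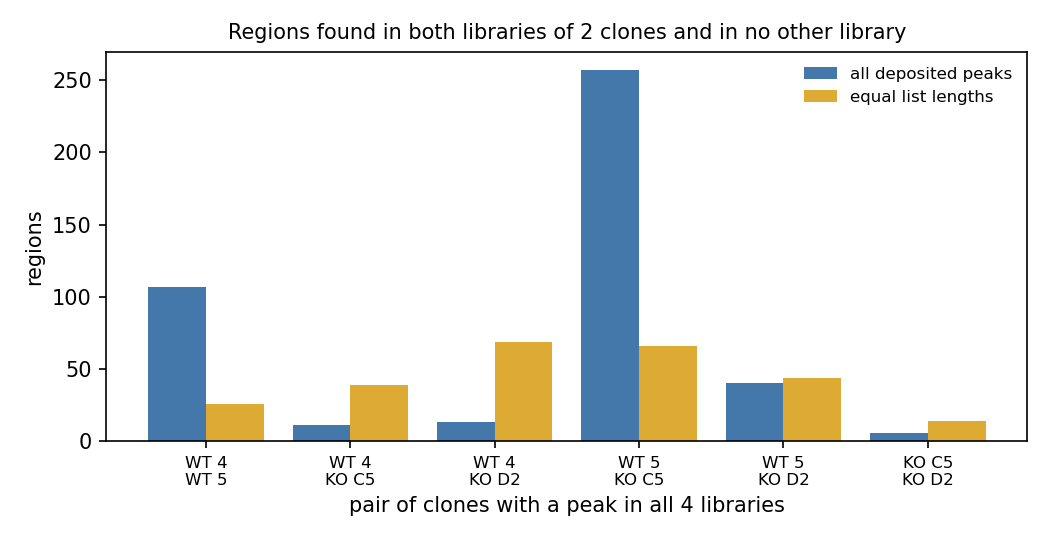
Number of regions with a peak in all 4 libraries of a pair of clones and in none of the other 4 libraries, for the 6 pairs of clones. Blue bars use all deposited peaks and yellow bars lists of equal length; the WT pair has 107 and 26 regions and the pair of WT_5 and KO_C5 has 257 and 66.

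The WT-only region that ranked first lay at the TSS of TMEM63C (chromosome 14, 77181387 to 77182412), in its untranslated region, with fold enrichments from 10.3 to 21.3. The next were at the TSS of CHST14 (chromosome 15, 40470633 to 40471560) and of AMDHD2 (chromosome 16, 2520076 to 2520517), both in untranslated regions. The last of the 5 were at the non-coding gene ENSG00000287407 (chromosome 6, 170159935 to 170160567) and 1032 bp from ENSG00000279942 (chromosome 6, 37566390 to 37566684, intergenic). Of these 5, the AMDHD2 region alone lost WT libraries with lists of equal length, from 4 to 2. The 5 KO-only regions that ranked first were intergenic and between 70355 and 188776 bp from the nearest TSS, and 4 of them lost KO libraries with lists of equal length, to 3 in 1 region and to 2 in the other 3. Their nearest genes were ENSG00000286968 (chromosome 16, 34586691 to 34587516), KSR1P1 for 2 regions (chromosome 10, 42078423 to 42079194 and 42066691 to 42066951), DEFB115 (chromosome 20, 31068052 to 31068888) and ENSG00000286984 (chromosome 8, 88939943 to 88940308). The 6 KO-only regions had a median GC content (share of G and C bases) of 37.4%, against 61.9% in other regions found in at least 2 libraries. Peaks were not filtered for sequences prone to mapping errors, so whether these regions are open chromatin was not tested.

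IFNγ-gained regions were counted in the same way. Over all libraries 66 regions were gained and 1 was lost. In WT clones 389 were gained and 235 lost, and in KO clones 3516 were gained and 83 lost. In lists of equal length these became 22 gained and 8 lost over all libraries, 122 gained and 147 lost in WT, and 957 gained and 702 lost in KO. Cutting both lists of a clone to 1 length brings its gains and losses close by construction. The omission of WT_IFNγ replicate 1, the shortest IFNγ list, raised the count over all libraries from 66 to 604. The 66 regions lay within 1 kb of a TSS in 28.8% of cases. Of the first 5, the top region lay at a TSS of TMEM229B (chromosome 14, 67488136 to 67488928), with its strongest summit in an intron. The others were in an intron of LAT2 (chromosome 7, 74206597 to 74206880), near ENSG00000258878 (chromosome 14, 65229569 to 65230657), near IL17REL (chromosome 22, 50016972 to 50017404) and near ENSG00000236319 (chromosome 17, 55577616 to 55578049). The last 3 were intergenic. With lists of equal length the regions near ENSG00000258878 and IL17REL were found in 3 of the 4 IFNγ libraries, and the other 3 in all 4.

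Promoters of 45 interferon genes served as a check of the treatment, and 36 had a peak in some library. In KO clones 5 of the 36 were gained (13.9%), against 846 of 20947 other genes (4.04%; Fisher's exact p = 0.0144, adjusted p = 0.0432 over 3 tests). The 5 genes were APOL2, APOL3, BST2, HLA-B and ISG15. With a promoter window of 1 kb the difference fell short of the threshold (Fisher's exact p = 0.0613). In WT clones 0 of 36 were gained, against 57 of 20947 other genes (0.272%; Fisher's exact p = 1), and over all libraries also 0 of 36. The omission of WT_IFNγ replicate 1 changed the call over all libraries, to 2 of 34 listed and 0.455% of other genes (Fisher's exact p = 0.0109). A count of 0 says little here, as so few promoters were gained in WT. A peak in at least 1 more IFNγ than untreated library was found for 10 of 36 listed genes in WT (27.8%, against 8.89% of other genes; Fisher's exact p = 0.000910). The same count was 15 of 36 in KO (41.7%, against 17.1%; Fisher's exact p = 0.000481). Whether WT and KO differed in these shares was not tested. In each of the 4 clones the IFNγ library had more listed promoters with a peak than the untreated one, 26 against 21 in WT_4, 32 against 27 in WT_5, 28 against 18 in KO_C5 and 31 against 21 in KO_D2. These counts were not adjusted for list length, and the IFNγ list was the longer in WT_5, KO_C5 and KO_D2. In WT_4 it was the shorter, 18913 against 21715 peaks, so the rise there went against list length.

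CIITA drives MHC class II genes, and the promoters of 12 of them were examined. Between 1 and 4 had a peak in a library. The mean over clones was 2.25 ± 1.77 in WT and 1.5 ± 0.707 in KO (SD, n = 2 clones each, exact permutation p = 1). IFNγ libraries had 2.25 ± 1.5 and untreated libraries 1.5 ± 1.0 (SD, n = 4 each, exact permutation p = 0.714, adjusted p = 0.714). HLA-DMA had a peak in all 8 libraries and HLA-DRA in none.

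The hexamer TTAGGG was found in 16 of 107 WT-only regions (15.0%) and in 4650 of 31722 other regions present in at least 2 libraries (14.7%; Fisher's exact p = 0.891, adjusted p = 1 over 4 tests). It was found in 1 of 6 KO-only regions (Fisher's exact p = 1). The control GTGAGT was found in 20.6% of WT-only and 29.1% of other regions (Fisher's exact p = 0.0548, adjusted p = 0.219). WT-only regions of the IFNγ comparison had TTAGGG less often than other regions, by -3.01 percentage points (Fisher's exact p = 0.0409), but the control GTGAGT differed by more, -8.17 points (Fisher's exact p = 8.02e-06).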

Values the study reported

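By FAIRE followed by qPCR, the study reported accessibility at CIITA pIII that was 6-fold higher in WT than in KO clones, a difference that rose to 24-fold after IFNγ. From FAIRE-seq read coverage after IFNγ, the study also described open chromatin at CIITA pIII in WT and not in KO cells. It described similar results at MTFP1 and SNX15. Read coverage was not examined here, so the peak calls above are a different measure.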

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

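The test in this part was set before its result was seen. A signal outside the main measurement was found on sequences other than chromosomes 1 to 22 and X, where the 8 lists held 704 peaks. Each library had 1 peak on the Y chromosome, 1 on mitochondrial DNA, and between 49 and 120 on unplaced, unlocalised or decoy sequences. If reads shared between similar sequences were the source, such peaks would recur in more libraries than peaks elsewhere. Of 260 regions on these sequences 7.31% (19) were found in all 8 libraries, against 22.2% on chromosomes 1 to 22 and X. This comparison decides nothing, because regions found in all 8 libraries on chromosomes 1 to 22 and X were mostly promoters, with 88.6% within 1 kb of a TSS, so their share is no yardstick for these sequences. Reads shared between similar sequences therefore stay open, and no biological explanation was tested.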

How the results depend on the processing

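The background of protein-coding genes, the motif in regions of the untreated comparison and the omission of replicates for gene lists and the motif were chosen after the data were seen. The tests on genotype cannot pass 0.05 with 2 clones each, so an unchanged call says nothing about stability there.

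With lists of equal length, WT-only regions came to 26 over all libraries, 290 untreated and 324 after IFNγ, and gained regions to 22 over all libraries, 122 in WT and 957 in KO. KO-only regions came to 14, 199 and 388, so that after IFNγ they outnumbered WT-only regions, and 8 regions were lost over all libraries. The promoter share in WT minus KO reversed to 2.09 percentage points. Of the loci, WT minus KO libraries with a peak became -1 at the site upstream of CIITA promoter III, 0 at promoters III and IV and at VWA5A, 1 at SNX15 and 2 at MTFP1. The share of TTAGGG in WT-only minus other regions reversed to -9.41 points. The cut removes peaks from every list but the shortest. That can lower a count through lost peaks or raise it through new absences, so the direction of a count does not follow from its construction, while a ratio of gained to lost regions nearer to 1 does. The cause of the changes in counts and of the reversals was not tested.

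The threshold on −log10 q, the threshold on fold enrichment, the overlap rule and summit windows left the WT-only and gained counts within 1.5 times. Summit windows raised KO-only regions by more, to 15 over all libraries, 178 untreated and 613 after IFNγ. They also raised lost regions by more over all libraries, to 5, and in KO, to 202. WT-only and gained regions stayed the more numerous there. The threshold on fold enrichment gave 2 lost regions over all libraries. A window 500 bp wider at CIITA promoter IV gave a difference of 0. With promoters of 1 kb the excess of interferon genes gained in KO was 6.77 points and lost its significance. Counting genes with at least 1 more IFNγ than untreated library reversed the difference to 18.9 points in WT and 34.9 points over all libraries, because the stricter pattern found 0 listed genes there. TTAGGG reversed to -1.33 points at summits, -3.01 points in the IFNγ comparison and -2.48 points in the untreated one, where the control GTGAGT differed by -8.17 and -4.81 points, so the lower share was not particular to TTAGGG. The cause of these changes in TTAGGG was not tested, and the main difference was close to 0.

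Leaving out a replicate asks for a peak, or its absence, in fewer libraries, so counts rise by construction. WT-only regions ranged from 121 to 282 over all libraries, from 2350 to 10785 untreated and from 930 to 11133 after IFNγ. KO-only regions ranged from 8 to 42, from 273 to 2852 and from 503 to 5224. After IFNγ they outnumbered WT-only regions in every omission but that of WT_IFNγ replicate 1. Untreated they did so only without KO replicate 2 (2852 against 2350), and over all libraries in no omission. Gained regions ranged from 82 to 604 over all libraries, from 924 to 10731 in WT and from 4815 to 8481 in KO. Lost regions ranged from 2 to 19 over all libraries, from 346 to 3921 in WT and from 143 to 2814 in KO. In WT they outnumbered gained regions without untreated replicate 1 (3855 against 924) and replicate 2 (3921 against 1569), and in no other omission. The highest WT-only and gained counts over all libraries came without WT_IFNγ replicate 1. The same library was behind the highest WT-only count after IFNγ and the highest gained count in WT. The promoter share in WT minus KO ranged from -6.52 to 1.03 points, and the Jaccard index within minus between genotypes from -0.024 to 0.0201. The excess of gained interferon genes ranged from -1.71 to 10.7 points in WT, from 9.42 to 21.6 in KO and from -0.143 to 5.43 over all libraries. The value of 5.43 came without WT_IFNγ replicate 1 and passed the threshold (Fisher's exact p = 0.0109), the only omission that did so over all libraries. The TTAGGG difference ranged from -4.42 to 4.50 points.

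With the clone as a replicate block the IFNγ differences kept their values of 5341 peaks, -6.37 percentage points of promoter share and 0.75 MHC class II promoters, since the mean over clones is the same by construction, and no call could change because 16 sign flips give no p under 0.125. The 66 gained regions are the same set under the block, where 1 of 16 sign flips within clones gave as many (exact p = 0.0625, the smallest this test can give). Among other values, on single named loci and regions, KO-only and lost counts, 48 moved and 104 did not. Depth limits what the absence of a peak shows, since fewer than 5 or 6 fragments at a summit could not be called.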

Other observations

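Of the tests in this part, those on CIITA promoter III, on TTAGGG and on the distance to strong regions were set before their results were seen, and the others after. Among the settings for TTAGGG, the untreated comparison and the omissions of replicates were added after the data were seen.

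The excess of 107 WT-only over 6 KO-only regions was set against other groupings. Of the 35 splits of the 8 libraries into 4 and 4, 4 gave a count as large, the real one included. Of the 3 splits that keep the libraries of a clone together, 2 did. The largest count, 1872, came from the split of the 4 longest lists against the 4 shortest. That split, of both WT_5 and both KO_IFNγ libraries against the rest, stayed the largest at equal list lengths. It had 405 regions found in the first 4 libraries alone and 266 in the others alone. Something besides length therefore ties these libraries together, and what it is was not tested. Depth stays open, as the first 4 libraries had the higher backgrounds per position, 0.770 to 1.08 fragments against 0.621 to 0.719. At equal list lengths the WT-only count fell to 26, below 4 other pairs of clones, which is consistent with list length as a source of part of the excess. The KO-only count rose to 14, but the cut gives both genotypes the same total of peaks, so the 2 counts come closer by construction. The regions crowded most on chromosome 7, with 14 where 6.69 were expected, but random draws reached this often (permutation p = 0.127), which leaves copy number open. A genotype effect on single regions may remain and cannot be told apart from differences between clones with 2 clones of each genotype.

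The excess of 66 IFNγ-gained over 1 lost region was reached by 6 of the 35 splits, the real one included. With lists of equal length 22 were gained and 8 lost. Among the 8 splits that part the libraries of every clone, the real split alone gave as many, and 8 splits cannot give a share under 0.05.

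In KO clones gained regions outnumbered lost regions 42.4 to 1 with all peaks and 1.36 to 1 with lists of equal length. As each clone's gains and losses come close by construction when its lists are cut to 1 length, list length and a wider opening of chromatin after IFNγ cannot be told apart here. KO clones still shared 7.84 times as many gained regions as WT clones with lists of equal length, which list length does not explain. Of these regions 405 of 957, and 1872 of 3516 with all peaks, also had a peak in both libraries of WT_5 and in neither of WT_4. With lists of equal length the KO clones also shared more lost regions, 702 against 147 in WT, so their excess was not particular to gains. With all peaks they shared fewer lost regions, 83 against 235. The KO clones also had a larger share of their regions in common than the WT clones. The difference in gains was not tested for chance because 2 clones against 2 cannot decide it.

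Local background differed by genotype. At regions found in all 8 libraries, the median local background was 1.70, 1.73, 1.64 and 1.72 times the background of the library in the WT lists and 3.01, 3.10, 3.02 and 2.99 times in the KO lists. Depth does not account for this, as the backgrounds per position overlapped between genotypes while the lowest KO ratio, 2.99, lay above the highest WT ratio, 1.73. A difference in library preparation, in the control used for peak calling or in the chromatin of the KO clones was not tested and stays open. A higher local background lowers fold enrichment, so lower folds or ranks in KO lists may in part come from it. At SNX15 it overlapped between genotypes, at 1.64 to 2.21 fragments in WT and 1.96 to 2.43 in KO, while the summit pileup was 56 to 80 and 20 to 36 fragments, so the lower ranks there do not rest on it alone. If it hid peaks in KO lists, WT-only regions would lie near strong regions. Within 5 kb of a region found in all 8 libraries lay 19.6% of WT-only regions and 13.2% of other regions found in 4 libraries (Fisher's exact p = 0.0615), which leaves the explanation open.

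The single peak at CIITA promoter III had a summit pileup of 17 fragments, 22.1 times the background of its library. The chance of a site as enriched reaching the lowest callable pileup was computed for each of the 7 libraries without the peak. It was lowest in WT_IFNγ replicate 1, at 99.78%. This figure assumes equal enrichment and takes the lowest background of each library, and the local background at the site was higher, so low depth stays possible for a weaker site.

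A hypothesis was that binding of ZBTB48 at TTAGGG keeps WT-only regions open. WT-only regions did not carry TTAGGG more often than other regions (Fisher's exact p = 0.891), and in none of 14 settings was the share higher with p under 0.05. With 107 regions a small number of bound sites could be missed. The test was not adjusted for base composition, and median GC content was 68.5% in WT-only and 61.9% in other regions. The control GTGAGT was found in 20.6% of WT-only and 29.1% of other regions, so an excess of TTAGGG relative to the control stays possible. Binding through other sequences was not tested, and the CIITA pIII site that the study crystallised with ZBTB48 lacks TTAGGG.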
